A study of Mus musculus with 12 samples. Its data were reported in "The imprinted Igf2-Igf2r axis is critical for matching placental microvasculature expansion to fetal growth" (2022).

How the data were processed

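Total RNA from micro-dissected placental labyrinthine zone (Lz) at E19 was profiled on Affymetrix Mouse Gene ST arrays, 1 array for each of 6 control and 6 Igf2EpiKO samples, all labelled male. The authors computed the deposited log2 values by RMA (background correction, quantile normalization across arrays and median polish of probes into transcript clusters) in GeneSpring GX. The study also used PLIER values, which were not used here. Groups were taken from the sample labels.

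The table held 35556 entries. The leading 6617, which carry no gene in the annotation, were taken as control entries from the numbering of their identifiers, since the files do not mark them, and were left out. Of the 28939 transcript clusters tested, 21789 had 1 gene symbol in the platform annotation, 1621 had several and 5529 had none. Genes were named only from clusters with 1 symbol, which gave 19938 genes, and 21698 of those clusters matched an entry of the RefSeq gene table by gene identifier, with 0 symbols changed. Of several clusters of a gene, the one with the highest mean over the 12 arrays stood for it.

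Igf2EpiKO was compared with control in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, group as the only term, 2-sided), with data read by the data.table package (version 1.17.8) and figures drawn with matplotlib 3.10.9. P-values were adjusted by the Benjamini-Hochberg method over 28939 clusters, and a cluster was called at an adjusted p under 0.05. No filter on dim clusters was applied. Differences are Igf2EpiKO minus control on the log2 scale. The number of arrays limits the precision, the median standard error of a difference being 0.0472. The labels do not state litters, so that p-values measure the spread between these samples.

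Gene lists for cell types and pathways were fixed, like the design, the alternatives and the rule for named genes, before the data were examined. The 32 lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and beside it with camera at an estimated correlation and with fry. For each list, members were also counted after adjustment over the list alone. The Y-linked and reference gene lists were only counted.

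Named genes were the 12 largest rises and 12 largest falls among called clusters with 1 symbol and no overlap between groups, a set of genes named whatever their value (those of the IGF2 pathway, of the study's text and of vessel signalling), and up to 4 measured members of each list with the smallest p. This gave 162 genes, and 34 more were chosen after their values were seen, as the text states where it names them. Not all of the 34 are named in the text. Of these 196 genes, 160 were called, 134 also with title number as a fixed block (below, the title number block) and 145 in every fit that left out 1 array. Genes whose calls were lost are kept in these counts.

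Alternatives were title number as a fixed and as a random block, arrays of title number 43 or 51 alone, quantile normalization, median centring, leaving out clusters under the 40th percentile of mean signal, clusters with 1 symbol only, an intensity trend with robust variance, array weights, leaving out each array, a log2 threshold of 0.3 and the absence of overlap. Added after seeing the data were leaving out the arrays high in yolk sac transcripts or in Prl8a2, and keeping the leading entries. The procedure was tested on simulated data for 28939 clusters with 50 changed by each size. It called 28% of clusters changed by 0.15, 76% of those changed by 0.3, 96% of those changed by 0.6 and 100% of those changed by 1, and 6 of 156 calls (3.85%) were false.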

Results

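Transcript levels were measured in the labyrinthine zone (Lz), the layer of the mouse placenta in which gases and nutrients pass between maternal and fetal blood. The Lz was micro-dissected at embryonic day 19 (E19) from 6 controls and 6 Igf2EpiKO mutants. In the mutants, a Cre recombinase expressed from the Meox2 locus removes the paternally inherited Igf2 allele from the epiblast lineage, which forms the fetus and the feto-placental endothelium, while trophoblast keeps the gene. Controls carried the floxed Igf2 allele without the recombinase. Each sample was hybridised to 1 array, and values are log2 signals. Array medians lay between 7.74 and 7.79, and pairwise correlations across clusters between 0.995 and 0.998. No pair of arrays held the same values, the smallest median absolute difference of a pair being 0.0674. The first principal component took 35.8% of the variance and separated the groups, with every control at or below -5.75 and every mutant at or above 5.90. The labels describe separate samples but do not say which came from the same litter. Each title carries a number (42, 43, 51 or 52), here called the title number, whose meaning is not given. All 12 samples are labelled male. The Y-linked genes Kdm5d, Eif2s3y and Uty had mean signals of 5.73, 3.61 and 4.82, in the range of 1027 olfactory receptor genes (median 5.22, 95th percentile 6.94), whereas Xist, the RNA that coats the inactive X chromosome, lay between 11.97 and 12.25 on every array. Sry, also Y-linked, went the other way, lying between 7.92 and 8.46, above 99.7% of olfactory receptor genes by its mean.

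The comparison asks which transcripts of the Lz differ between controls and mutants, whose fetal tissues, including the capillary endothelium, lack Igf2. Only the mutants carry the recombinase at Meox2, and no array has the recombinase and an intact Igf2 gene. For every gene below, effects of that allele and of Igf2 loss cannot be told apart on these arrays. The study also used other recombinase lines, and reported a rise of Angpt2 in sorted endothelial cells of mutants made with Tek-Cre. Igf2, which encodes a growth factor of fetal and placental tissue, fell by 0.32 on the log2 scale, from 13.52 ± 0.03 in controls to 13.20 ± 0.02 in mutants (SD, n = 6; limma adjusted p = 3.66e-06), a 1.25-fold decrease with no overlap between the groups. Its signal stood at the 99.9th percentile of all clusters, a level at which arrays compress differences, and the annotation does not say whether the cluster lies in the deleted part. The difference was -0.34 within title number 43 (4 controls and 2 mutants) and -0.35 within title number 51 (1 control and 2 mutants), the numbers that hold both groups. Igf2r, which encodes a receptor that degrades the factor or signals for it, fell by 0.16 (adjusted p = 0.000752). The study reported that this receptor carries, at least in part, effects of the factor on feto-placental endothelial cells. Igf1r, the gene of another receptor, differed by 0.11 and did not pass the test (adjusted p = 0.0606). Igf1r passed with quantile normalization (adjusted p = 0.0260), without dim clusters (0.0331) and with clusters of 1 symbol only (0.04997). The same held with trend and robust variance (0.0285) and without Control replicate 3 (0.0233). Meox2, the gene whose locus carries the recombinase, fell by 0.85, from 8.72 ± 0.20 to 7.87 ± 0.17 (SD, n = 6; adjusted p = 4.24e-05). H19, the maternally expressed neighbour of Igf2, is not named in the annotation used here.

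Among clusters with 1 gene symbol and no overlap between groups, the largest falls were in Tnnc1, a troponin (-1.41, adjusted p = 4.65e-06), Pm20d1, a secreted enzyme of N-acyl amino acids (-1.35), Oit3 (-1.29), Kcnj13, a potassium channel (-1.24), and Lpar4, a receptor of lysophosphatidic acid (-1.19). Serpinb1a, an inhibitor of neutrophil proteases (-1.05), Dnmt3l, a cofactor of DNA methyltransferases (-1.03), Ogn, a small proteoglycan of the matrix (-1.01), Mab21l3 (-0.95), Ppy (-0.95), Alas2, the first enzyme of heme synthesis in red cells (-0.93), and Stmn2 (-0.91) followed. Among the same clusters, the largest rises were in Prl3d3, a placental lactogen of trophoblast giant cells, which went from 8.91 ± 0.35 to 10.02 ± 0.27 (SD, n = 6; +1.11, adjusted p = 0.000261), Ifi205, an interferon-inducible gene (+1.02), Hbb-y, an embryonic globin (+0.95), and Nppb, a natriuretic peptide (+0.95). The granzymes Gzmf (+0.90), Gzmd (+0.90) and Gzmg (+0.77), Gpnmb, a glycoprotein of macrophages (+0.88), Apod (+0.81), Ifnk (+0.79), Cd72 (+0.78) and Ms4a7 (+0.69) rose as well. These 24 genes were chosen for the absence of overlap between groups. That choice fixes their direction within title numbers 43 and 51, so it is no separate support. Across the array, 2423 of 28939 transcript clusters were called higher in mutants and 2744 lower at an adjusted p under 0.05, and 991 higher and 1851 lower clusters showed no overlap between groups, where chance gives 62.6 (0.216%). With an absolute log2 difference over 0.3, 310 clusters were called higher and 712 lower, and without regard to p 341 were higher and 741 lower. The study applied this threshold to both RMA and PLIER values, and PLIER values were not used here. With each array centred on its median the split was 1506 higher and 3096 lower, so that 32.7% of calls were higher in place of 46.9%. More calls were higher than lower with array weights (2997 and 2970) and without Control replicate 2 (2857 and 2697). The same held without Igf2EpiKO replicate 5 (3198 and 2931). With title number as a fixed block, 1145 were higher and 1838 lower, and without the 3 arrays high in yolk sac transcripts (Control replicates 5 and 6 and Igf2EpiKO replicate 1), an alternative chosen after seeing the data, 3149 were called in all.

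**Figure D1:**
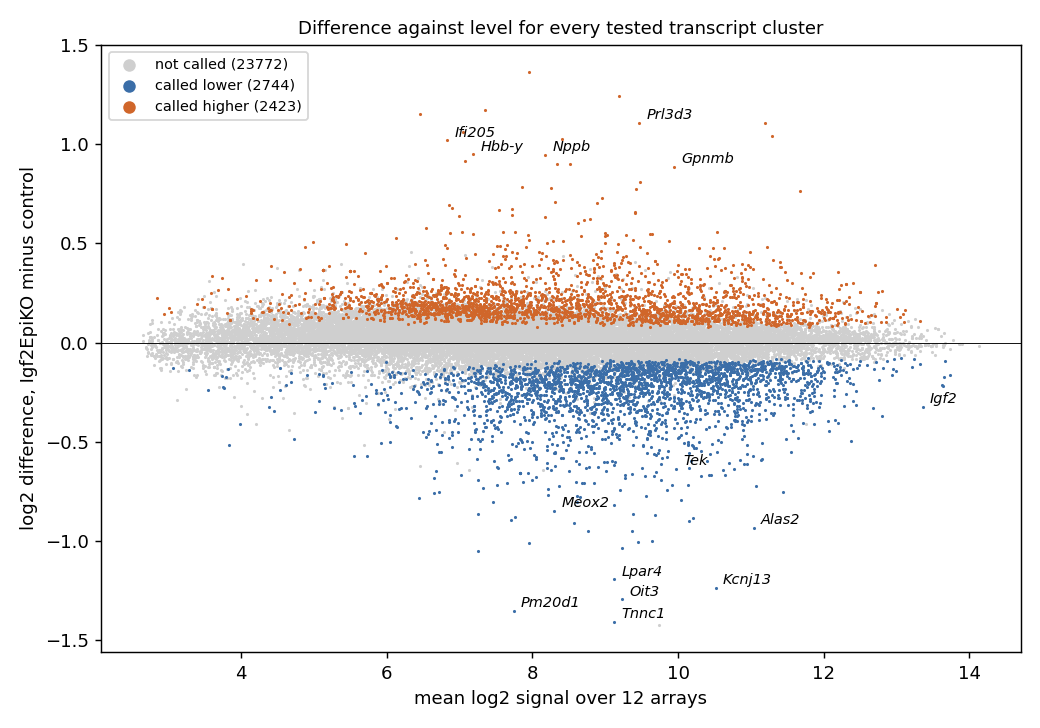
Each point is 1 of 28939 transcript clusters, with the mean log2 signal over 12 arrays on the x axis and the log2 difference between Igf2EpiKO and control on the y axis. The 2423 clusters called higher and 2744 called lower are coloured, and Igf2 lies at the bright end of the range.

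Pan-endothelial markers were lower in mutants. Of 37 measured pan-endothelial markers, fixed without the endothelial genes the study had named, 22 fell and 0 rose, with 15 not called (0 higher and 23 lower adjusted over the list alone), and the median difference was -0.20. Plvap, a protein of endothelial fenestrae, fell from 11.43 ± 0.03 to 10.71 ± 0.08 (SD, n = 6; adjusted p = 1.94e-07), Clec14a fell by 0.71, Ptprb by 0.43, Ecscr by 0.38 and Pecam1, which encodes CD31, by 0.27. The junction gene Cdh5 differed by 0.06 and did not pass the test (adjusted p = 0.176). Its signal stood at the 99.3rd percentile of all clusters, a level at which arrays compress differences. Esam (+0.01), Eng (-0.03) and Nos3 (-0.02), named after their values were seen, were not called. Kdr, the main VEGF receptor of endothelium, fell by 0.19 (adjusted p = 0.0215), a call that ended with the title number block (adjusted p = 0.0868) and without Igf2EpiKO replicate 2 (adjusted p = 0.0511). As a set the markers were lower than other genes by camera (adjusted p = 2.94e-12; adjusted p = 0.0628 with an estimated correlation).

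All 6 angiopoietin-Tie genes were called, 4 lower and 2 higher (2 higher and 4 lower adjusted over the list alone). Angpt1, the activating ligand, fell by 0.68 (adjusted p = 1.91e-05), its receptor Tek by 0.64 (adjusted p = 2.71e-07) and the related receptor Tie1 by 0.36. Angpt2, the context-dependent antagonist, rose from 9.37 ± 0.15 to 9.92 ± 0.17 (SD, n = 6; adjusted p = 0.000375), and Angpt4, named here after its values were seen, rose by 0.23 (adjusted p = 0.0254, a call lost without Control replicates 4 or 5 or Igf2EpiKO replicate 4 (adjusted p from 0.0538 to 0.0573)). The list shifted down by camera (adjusted p = 0.00457; adjusted p = 0.168 with an estimated correlation; adjusted p = 0.118 without dim clusters). It holds genes that the study chose on these samples. Of the genes the study named from these arrays, 10 were measured, 8 fell and 2 rose (2 higher and 8 lower adjusted over the list alone), including Egfl6 (-0.75), Pdgfc (-0.58), Slit2 (-0.51), Fzd4 (-0.45) and Dll4 (-0.42). This list was chosen on these samples and is not independent evidence of its direction (camera adjusted p = 2.30e-06; adjusted p = 0.0628 with an estimated correlation).

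In the Notch pathway, 9 of 14 genes fell and 1 rose (1 higher and 9 lower adjusted over the list alone), with Notch3 at -0.45, the ligand Jag2 at -0.43 and Notch4 at -0.34. The gene that rose was Notch2, named after its values were seen (+0.11, adjusted p = 0.0196; 0.0795 with the title number block and 0.0861 with median centring). Camera gave an adjusted p of 1.10e-05 (adjusted p = 0.0628 with an estimated correlation). Of 10 VEGF ligands and receptors, 3 fell and 1 rose (1 higher and 6 lower adjusted over the list alone). Beside Kdr, Vegfd fell by 0.44 and Nrp2 by 0.29, Vegfa differed by -0.15 without passing the test (adjusted p = 0.0848; adjusted p = 0.0188 with the title number block), and Flt1 differed by 0.11 (adjusted p = 0.177). Pgf rose by 0.15 (adjusted p = 0.0417), a call lost with the title number block (adjusted p = 0.177), with median centring (adjusted p = 0.106) and without Control replicates 1, 2, 4, 5 or 6 or Igf2EpiKO replicates 1, 2, 4, 5 or 6 (adjusted p from 0.0541 to 0.0934). The VEGF list was lower by camera (adjusted p = 0.0364; adjusted p = 0.309 with an estimated correlation), a call lost without Control replicate 3 (adjusted p = 0.0529), Control replicate 6 (0.0533), Igf2EpiKO replicate 3 (0.0981) or Igf2EpiKO replicate 4 (0.0585), with quantile normalization (0.0680) and without dim clusters (0.217).

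Of 20 pericyte and mesenchyme markers, 9 fell and 3 rose (3 higher and 9 lower adjusted over the list alone; camera adjusted p = 0.00457; adjusted p = 0.255 with an estimated correlation). Smooth muscle myosin Myh11 fell by 0.65, periostin Postn by 0.52, smooth muscle actin Acta2 by 0.45, and Ndufa4l2 by 0.40 (adjusted p = 0.000249). The genes that rose, named after their values were seen, were Kcnj8 (+0.36) and Abcc9 (+0.27, adjusted p = 0.0518 with the title number block), which encode the subunits of a potassium channel of pericytes, and Pdgfra (+0.22). Among 21 matrix genes, Nid2 (-0.41), Lama2 (-0.34) and Lama4 (-0.28), which encode basement membrane proteins, fell and 18 were not called (0 higher and 3 lower adjusted over the list alone). That list was lower by camera (adjusted p = 0.0113; adjusted p = 0.390 with an estimated correlation), a call lost with quantile normalization (adjusted p = 0.0647) and without dim clusters (adjusted p = 0.101).

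Macrophage transcripts were mostly higher in mutants, with a few lower. Of 29 macrophage markers, 16 rose and 4 fell (18 higher and 4 lower adjusted over the list alone), and 10 rose and 3 fell with the title number block. Adgre1, which encodes the macrophage surface protein F4/80, rose from 7.67 ± 0.14 to 8.21 ± 0.22 (SD, n = 6; adjusted p = 0.00112), Ms4a7 rose by 0.69 and the lysosomal marker Cd68 by 0.39. Lyve1, a hyaluronan receptor of tissue-resident macrophages and lymphatic endothelium, fell by 0.59 (adjusted p = 0.000223) and the transcription factor gene Maf by 0.28. The other genes that fell, F13a1 (-0.35) and the mannose receptor gene Mrc1 (-0.21; adjusted p = 0.110 with the title number block), were named after their values were seen. The list was higher by camera (adjusted p = 0.00815; adjusted p = 0.436 with an estimated correlation).

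Of 23 interferon-responsive genes, 12 rose and 0 fell (14 higher and 0 lower adjusted over the list alone), and 6 were called with the title number block. Irf7, a transcription factor of the interferon response, went from 10.56 ± 0.03 to 10.95 ± 0.05 (SD, n = 6; adjusted p = 3.13e-06), Oas1a rose by 0.34, Stat2 by 0.28 and the RNA sensor gene Ifih1 by 0.20 (camera adjusted p = 3.75e-05; adjusted p = 0.315 with an estimated correlation). Of 26 chemokines and cytokines, 3 rose (3 higher and 0 lower adjusted over the list alone): Cxcl16 (+0.44), Ccl9 (+0.40) and Ccl3 (+0.52; adjusted p = 0.0584 with the title number block). Camera called that list higher (adjusted p = 0.0124; adjusted p = 0.255 with an estimated correlation), but not with quantile normalization (adjusted p = 0.0701). Other leukocyte lists did not pass camera. They were the neutrophil list with 3 of 16 higher (4 higher and 0 lower adjusted over the list alone; adjusted p = 0.169; 0.0106 without dim clusters), the lymphoid list with 3 of 17 higher (5 higher and 0 lower adjusted over the list alone; adjusted p = 0.0829; 0.0229 with the title number block; 0.0376 without Igf2EpiKO replicate 1) and the antigen presentation list with 1 of 11 higher (3 higher and 0 lower adjusted over the list alone; adjusted p = 0.117). With an estimated correlation these lists had adjusted p = 0.395, 0.438 and 0.309. The neutrophil genes were the chemokine receptor gene Cxcr2 (+0.26), Mmp9 (+0.18) and Csf3r (+0.15), the lymphoid genes Prf1, which encodes perforin (+0.22), Cd4 (+0.22) and Gzmb (+0.19), and the antigen presentation gene Nlrc5 (+0.17). With the title number block Mmp9, Csf3r and Nlrc5 were not called (adjusted p = 0.106, 0.0575 and 0.0725). The call of Csf3r was also lost without Control replicates 1 or 2 or Igf2EpiKO replicate 6 (adjusted p from 0.05003 to 0.0584), that of Gzmb without Control replicates 2, 3, 5 or 6 or Igf2EpiKO replicates 3, 4 or 6 (adjusted p from 0.05005 to 0.0798) and that of Nlrc5 without Control replicate 5 or Igf2EpiKO replicates 2 or 6 (adjusted p from 0.0502 to 0.0530). Quantile normalization and median centring ended the calls of Csf3r (adjusted p = 0.0568 and 0.0774) and Gzmb (adjusted p = 0.162 and 0.0670).

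**Figure D2:**
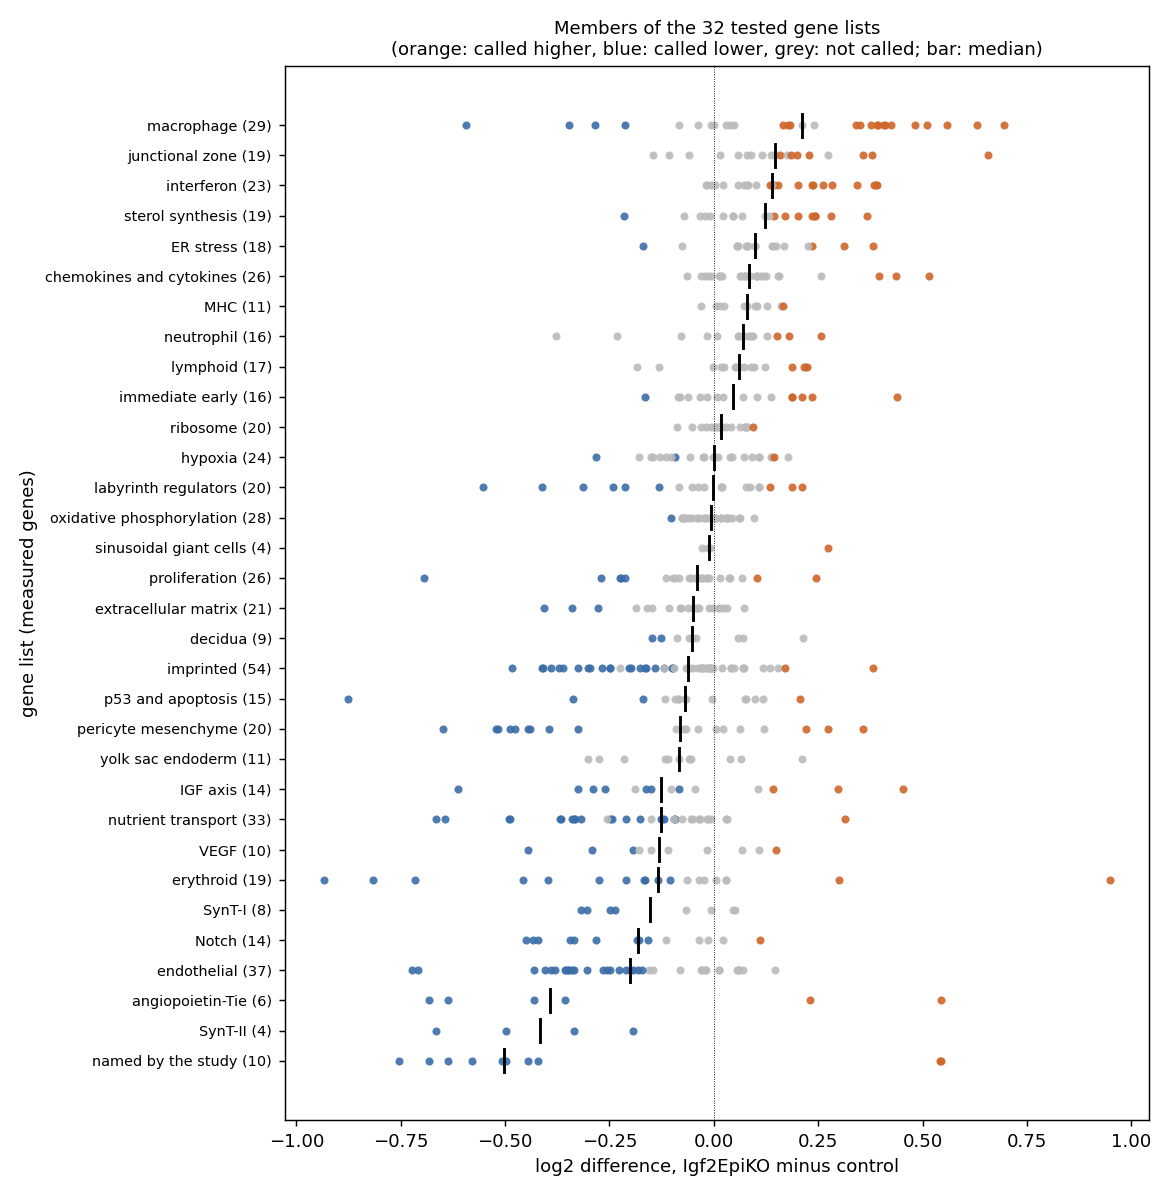
Each point is a measured gene of 1 of the 32 tested lists, placed by its log2 difference between Igf2EpiKO and control, with genes called higher in orange, lower in blue and not called in grey, and a bar at each list's median. The endothelial list has its median at -0.20 with no gene called higher, and the macrophage list has its median at 0.21 with genes called both ways.

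All 4 measured genes of layer II (SynT-II), the layer next to the fetal capillaries, fell (0 higher and 4 lower adjusted over the list alone; camera adjusted p = 2.73e-05; adjusted p = 0.0628 with an estimated correlation). Synb, which encodes the fusion protein syncytin-B, fell from 12.62 ± 0.08 to 12.12 ± 0.15 (SD, n = 6; adjusted p = 0.000110), the glucagon receptor gene Gcgr by 0.66, the lactate transporter gene Slc16a3 by 0.34 and Cebpa by 0.19. Gcm1 is not named in the annotation used here. Of 8 genes of layer I (SynT-I), 4 fell and 4 were not called (0 higher and 4 lower adjusted over the list alone; camera adjusted p = 0.00815; adjusted p = 0.117 with an estimated correlation). The transferrin receptor gene Tfrc fell by 0.32, Syna, which encodes syncytin-A, by 0.30 (adjusted p = 0.000158), the transporter gene Slc16a1 by 0.25 and Snap91 by 0.24, while Ly6e differed by -0.01 (adjusted p = 0.882). Both syncytiotrophoblast lists hold genes that the study measured in this model. The study named Synb from these arrays, so the SynT-II list is not wholly independent evidence of its direction. By qRT-PCR the study found Slc16a1 modestly lower, but not Syna or Ly6e. Syna was thus called lower on these arrays but not by that measurement. The study's text gives no size for the qRT-PCR difference, so whether the measurements disagree cannot be told.

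Among 20 regulators of labyrinth development, 3 rose and 6 fell (3 higher and 6 lower adjusted over the list alone; camera adjusted p = 0.2997), with Itga4 at -0.55, the homeobox genes Esx1 at -0.41 and Dlx3 at -0.24, and Epcam, a marker of labyrinth progenitors, at +0.21. Tfap2c (+0.19) and Lifr (+0.14; adjusted p = 0.0527 with median centring), the other genes that rose, were named after their values were seen. Of 4 sinusoidal giant cell markers, Hand1 rose (+0.27, adjusted p = 5.89e-05; 1 higher and 0 lower adjusted over the list alone), and Ctsq, which is restricted to these cells, differed by -0.01 (adjusted p = 0.805). The list did not pass camera (adjusted p = 0.522), and its median of -0.01 and mean of 0.06 differed in sign. Of 19 markers of the junctional zone, the adjoining endocrine layer, 7 rose and 0 fell (10 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.00398; adjusted p = 0.329 with an estimated correlation). Prl4a1 rose by 0.66 (adjusted p = 0.00126) and Prl7a2 by 0.38 (adjusted p = 0.00666). Psg18, named after its values were seen, rose by 0.19 (adjusted p = 0.0447), a call lost with the title number block (adjusted p = 0.0728), with median centring (adjusted p = 0.0896) and without Control replicates 1, 3, 4 or 5 or Igf2EpiKO replicates 1, 2, 5 or 6 (adjusted p from 0.0536 to 0.0996). In the maternal decidua list, Hoxa10 (-0.15) and Cryab (-0.13) of 9 genes were called lower (0 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.317), and neither was called with the title number block (adjusted p = 0.196 and 0.189). The call of Hoxa10 was lost without Control replicates 1, 2, 3, 5 or 6 or Igf2EpiKO replicates 1, 2, 3, 4 or 5 (adjusted p from 0.0523 to 0.0910) and that of Cryab without Control replicates 1, 3, 4 or 5 or Igf2EpiKO replicates 1, 2, 5 or 6 (adjusted p from 0.0570 to 0.0809). Prl8a2, a decidual prolactin, was at 10.20 in Control replicate 3 and 9.88 in Igf2EpiKO replicate 3, and at 8.43 or lower on the other arrays. Of 11 yolk sac markers, 0 rose and 0 fell (0 higher and 0 lower adjusted over the list alone; camera adjusted p = 0.627), but their mean signal was 10.5 in Control replicate 6 and between 8.85 and 9.67 on the other arrays. At the preset correlation this list was called higher in mutants within title number 43 (adjusted p = 0.000158) and without Control replicates 5 and 6 and Igf2EpiKO replicate 1 (adjusted p = 0.00702), and lower within title number 51 (adjusted p = 6.15e-06), where Control replicate 5 is the single control. Over all arrays it had adjusted p = 0.870 with an estimated correlation.

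Of 19 erythroid genes, 11 fell and 2 rose (2 higher and 11 lower adjusted over the list alone; camera adjusted p = 0.000284; adjusted p = 0.117 with an estimated correlation). With the title number block 7 fell and 1 rose. Alas2 fell from 11.50 ± 0.12 to 10.57 ± 0.22 (SD, n = 6; adjusted p = 1.39e-05), the iron importer gene of mitochondria Slc25a37 by 0.72 and Fech, the last enzyme of heme synthesis, by 0.46. The genes that rose were embryonic globins, while Hbb-bh1, another embryonic globin of the list, differed by -0.02 (adjusted p = 0.822). Hbb-y went from 6.71 ± 0.19 to 7.66 ± 0.11 (SD, n = 6; adjusted p = 4.45e-06), and Hba-x, named after its values were seen, rose by 0.30 (adjusted p = 0.00982; adjusted p = 0.0684 with the title number block). Clusters of the adult globins carry several gene symbols and were therefore not counted in the list. They were lower in mutants, by -0.17 and -0.18 for Hba-a1 and Hba-a2 and by -0.22 and -0.21 for the adult Hbb genes (limma adjusted p from 0.000817 to 0.00123).

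Of 33 nutrient transport genes, 19 fell and 1 rose (1 higher and 20 lower adjusted over the list alone; camera adjusted p = 3.39e-11; adjusted p = 0.0628 with an estimated correlation). The fatty acid transporter gene Cd36 fell from 10.98 ± 0.08 to 10.31 ± 0.07 (SD, n = 6; adjusted p = 1.08e-06), and the amino acid transporter genes Slc7a2, Slc1a5 and Slc7a5 by 0.64, 0.49 and 0.33. The gene that rose was the cholesterol exporter gene Abcg1, named after its values were seen (+0.31). In the IGF axis, 7 of 14 genes fell and 3 rose (4 higher and 8 lower adjusted over the list alone; camera adjusted p = 0.0102; adjusted p = 0.255 with an estimated correlation; 0.0726 without dim clusters). The binding protein genes Igfbp3 and Igfbp2 fell by 0.61 and 0.29, while Igfbp1 (+0.45), Igf1 (+0.30) and Irs2 (+0.14), named after their values were seen, rose. Of 54 imprinted genes, 21 fell and 2 rose (5 higher and 23 lower adjusted over the list alone; camera adjusted p = 1.10e-05; adjusted p = 0.0628 with an estimated correlation). Cd81 fell by 0.41, Plagl1 by 0.39 and Mest by 0.30, whereas Rasgrf1 (+0.38) and Sfmbt2 (+0.17), named after their values were seen, rose.

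Of 19 sterol synthesis genes, 8 rose and 1 fell (8 higher and 1 lower adjusted over the list alone), and 4 rose and 1 fell with the title number block. Srebf2, the master regulator of the pathway, rose by 0.37 (adjusted p = 4.66e-05), Sqle by 0.24 and Fdps by 0.24, and Ebp fell by 0.21. Camera called the list higher (adjusted p = 0.0155; adjusted p = 0.420 with an estimated correlation), but not without Igf2EpiKO replicate 5 (adjusted p = 0.0559) nor within title number 43 (adjusted p = 0.352). Of 18 genes of the unfolded protein response, 3 rose and 1 fell (6 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.0102; adjusted p = 0.441 with an estimated correlation; 0.152 within title number 43), with Chac1 at +0.38, Ddit3 at +0.24, Herpud1 at +0.31 and Sesn2 at -0.17. The call of Herpud1 was lost with the title number block (adjusted p = 0.106) and without Control replicates 1 or 3 or Igf2EpiKO replicate 2 (adjusted p from 0.0508 to 0.0513), and that of Sesn2 with the block (adjusted p = 0.131), with quantile normalization (adjusted p = 0.0588) and without Control replicates 1, 2, 3 or 6 or Igf2EpiKO replicates 1, 3, 4 or 6 (adjusted p from 0.0555 to 0.0757). Of 16 immediate early genes, 5 rose and 1 fell (6 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.216), with Fosb at +0.44 and Fos at +0.24. Nr4a1 (+0.21), Junb (+0.19), Egr2 (+0.19) and Klf2 (-0.16), the last 2 named after their values were seen, were called, but not with the title number block (adjusted p = 0.123, 0.0820, 0.134 and 0.0982), nor Egr2 with quantile normalization (adjusted p = 0.0703).

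Of 26 proliferation genes, 5 fell and 2 rose (2 higher and 5 lower adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, fell by 0.69 (adjusted p = 9.28e-05), Ccne1 by 0.27 and Tpx2 by 0.21, while the replication helicase gene Mcm6 rose by 0.25. Genes named after their values were seen were Mki67 (-0.23), whose call was lost without Control replicates 1, 3, 4 or 5 or Igf2EpiKO replicates 4 or 6 (adjusted p from 0.05004 to 0.0650), Ccna2 (-0.22; adjusted p = 0.0618 with the title number block) and Pcna (+0.10; adjusted p = 0.0827 with the block and 0.0777 with median centring). Camera called the list lower (adjusted p = 0.0273; adjusted p = 0.436 with an estimated correlation), but not without Control replicate 1 (adjusted p = 0.0702), Control replicate 4 (0.0685), Igf2EpiKO replicate 1 (0.0525) or Igf2EpiKO replicate 6 (0.0519), nor without dim clusters (0.208).

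Of 15 p53 and apoptosis genes, 3 fell and 1 rose (2 higher and 7 lower adjusted over the list alone). The death receptor gene Fas fell from 8.20 ± 0.11 to 7.32 ± 0.06 (SD, n = 6; adjusted p = 2.64e-07) and Bcl2, which encodes a survival factor, by 0.34 (adjusted p = 0.000269). Sesn2, described above with the stress genes, fell by 0.17 (adjusted p = 0.0374; 0.131 with the title number block), a call lost without Control replicates 1, 2, 3 or 6 or Igf2EpiKO replicates 1, 3, 4 or 6 (adjusted p from 0.0555 to 0.0757), and the pro-apoptotic gene Bcl2l11 rose by 0.21 (adjusted p = 0.0120; 0.101 with the title number block). Camera placed that list at the threshold (adjusted p = 0.0498; adjusted p = 0.323 with an estimated correlation; 0.0569 with the title number block, 0.145 with quantile normalization, 0.0541 with median centring and 0.208 without dim clusters), and the call was lost without Control replicates 1 (0.0746) or 3 (0.100) or Igf2EpiKO replicates 1 (0.0679), 3 (0.0512), 4 (0.0626) or 6 (0.0718). The hypoxia list had 1 higher and 2 lower of 24 (1 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.321), with a median of 0.0005 and a mean of -0.01. Pfkl fell by 0.28 and Slc2a1 by 0.09 (adjusted p = 0.220 with quantile normalization and 0.142 with the title number block), and Pfkfb4 rose by 0.14, a call lost with median centring (adjusted p = 0.0652) and without Control replicates 1, 4, 5 or 6 or Igf2EpiKO replicates 2, 3 or 4 (adjusted p from 0.0589 to 0.0754). Oxidative phosphorylation had 1 of 28 genes lower, Ndufb8 (-0.10), and ribosomal proteins 1 of 20 higher, Rps18 (+0.09) (each 0 higher and 0 lower adjusted over the list alone; camera adjusted p = 0.2997 and 0.379). Neither was called with the title number block (adjusted p = 0.257 and 0.266), the call of Ndufb8 was lost with quantile normalization (adjusted p = 0.115) and without Control replicates 1, 4, 5 or 6 or Igf2EpiKO replicates 1, 2, 5 or 6 (adjusted p from 0.0537 to 0.0819), and that of Rps18 with median centring (adjusted p = 0.168) and without Control replicates 1, 2, 3, 4, 5 or 6 or Igf2EpiKO replicates 1, 2, 3, 5 or 6 (adjusted p from 0.0517 to 0.110).

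Of the reference genes of the study's PCR assays, Pmm1 rose by 0.30 (adjusted p = 0.00401), while Ppia and Sdha differed by 0.06 and -0.02 and were not called (1 higher and 0 lower adjusted over the list alone). Kdm5d, Eif2s3y and Uty, the sex check list, were not called, with 0 higher and 0 lower adjusted over the list alone. Xist rose by 0.13 (adjusted p = 0.0204; adjusted p = 0.0771 with the title number block and 0.0889 with median centring).

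**Figure D3:**
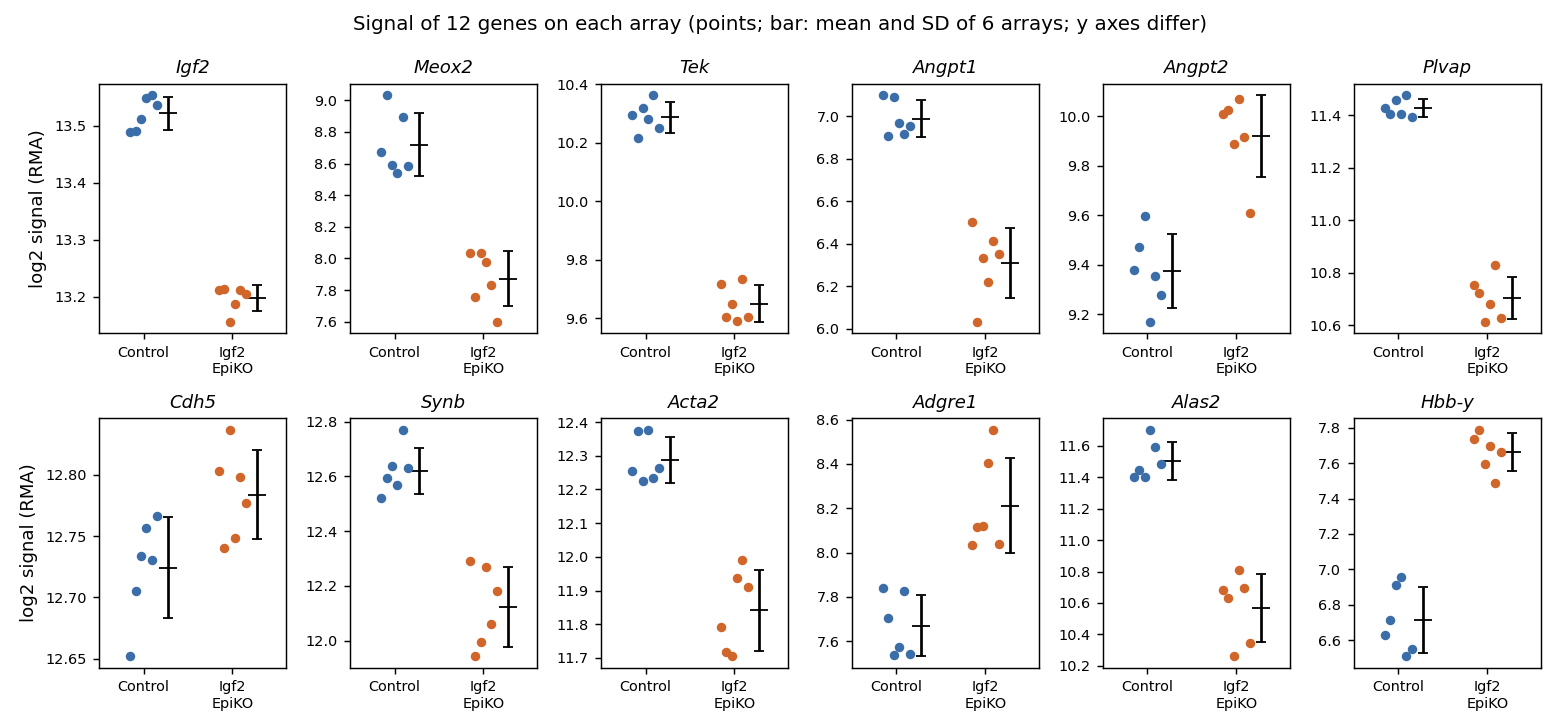
The log2 signal of 12 genes is plotted for each of 6 control (blue) and 6 Igf2EpiKO (orange) arrays, with the mean and SD of each group beside the points and a separate y axis for each gene. The groups do not overlap except for Cdh5, which differed by 0.06 and lies at the bright end of the array's range.

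By camera with its preset correlation, 21 of 32 lists were called, 6 higher and 15 lower. With an estimated correlation, camera called 0 of the 32 lists, and 9 had an unadjusted p under 0.05, while fry, which does not set a list against other genes, called 25.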

Values the study reported

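The study kept genes with a log2 fold change above 0.3 by both RMA and PLIER, and used only RNA with an integrity number above 9.0. For the same model at E16, it reported a 6-fold increase in the frequency of apoptotic cells in the Lz, with laminin found in 86.8% ± 4.25% of TUNEL-positive cells of mutant placentae.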

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

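The tests of sex and of the unequal endothelial fall, and those of Meox2 other than its neighbours, were chosen only after the result was seen. Of 100 splits of the 12 arrays into 6 and 6 (462 are possible), only the real split called as many as 5167 clusters, the highest of the other splits giving 3006. Likewise 1 of 100 splits, the real one, called as many as 21 gene lists, the highest other giving 17 and the median of the others 8. For the count of clusters this argues against chance assignment of the arrays. For lists, a split with 3 controls and 3 mutants on each side still called 10 lists and 0 clusters. List calls at the preset correlation thus also arise without a net group difference. The test cannot say how many of the 21 reflect genotype.

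All 12 samples are labelled male, yet the Y-linked genes Kdm5d, Eif2s3y, Uty, Usp9y, Zfy1 and Zfy2 were at the level of silent genes and Xist was at the 97.2th percentile or higher on every array. The highest value of Kdm5d, Eif2s3y or Uty on any array lay above 71.4% of olfactory receptor genes, short of their 95th percentile of 6.94. The conditions set for female tissue, low Kdm5d, Eif2s3y and Uty and high Xist, were met. Sry, which was not among those conditions, lay between 7.92 and 8.46 on all arrays, above that percentile. Whether this signal comes from Sry transcript is not known, so it does not decide the question. The sex of the tissue, and whether the clusters of Sry and of the other Y-linked genes respond to their transcripts, cannot be told apart here, since the labels hold 1 sex. Maternal cells, as a source of Xist, were not tested.

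The endothelial markers fell unequally around a median of -0.20. The 95% intervals of 26 of 37 markers left out that median, 13 lying above it and 13 below, which argues against a smaller share of endothelial cells as the whole cause, unless other cell types also express some markers. Of the 13 above, 5 stood in the lowest or highest decile of clusters by level, so compression at the ends of the array's range does not account for most of them. For these 5 (Cdh5, Adgrf5, Esam, Eng and Cd34), all in the highest decile, compression stays open. Plvap and Cd93, also in that decile, lay wholly below the median. By flow cytometry the study reported a deficit of endothelial cells in the Lz of this model at E19, in number and in proportion. A smaller share as part of the cause is therefore not argued against here. A change of transcript levels within endothelial cells, and expression of some markers by other cell types, may contribute and were not tested.

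Meox2 fell by 0.85 in the mutants, which carry the recombinase at its locus. The upper end of its 95% interval, -0.64, lay below the endothelial median of -0.20. However, 13 of 37 endothelial markers lay wholly below that median too, and Plvap (-0.72) and Clec14a (-0.71) fell by sizes near this bound. The smaller share of endothelial cells that the study measured thus stays open as a cause of the fall of Meox2. Of its 40 nearest named neighbours on chromosome 12, 6 were called (15%, against 20.7% of all genes; exact 1-sided hypergeometric p = 0.863), 4 higher and 2 lower. Calls were thus not enriched near Meox2. A segment carried along with the allele that changes only a few genes would not show in this test. Loss of transcript from the allele itself and an effect of Igf2 loss cannot be told apart, since no array has the recombinase and an intact Igf2 gene (log2 difference of Meox2 -0.85).

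In 19 groups of 6 arrays, 1 array stood far from the other 5 by Dixon's test, among 392 groups tested. Chance gives about 1 in 20 groups, here 19.6. Ppy was 9.52 in Control replicate 3 and 9.15 to 9.23 in the others of its group, and Stmn2 was 8.55 in Igf2EpiKO replicate 5 and 7.88 to 8.11 in the others of its group. Igf2r was 12.01 in Control replicate 3 and 11.93 to 11.95 in the others of its group, and Cxcl16 was 8.07 in Control replicate 1 and 7.91 to 7.96 in the others of its group. Snap91 was 10.34 in Igf2EpiKO replicate 6 and 10.48 to 10.54 in the others of its group, and Hand1 was 11.68 in Control replicate 6 and 11.53 to 11.57 in the others of its group. Trf was 12.23 in Control replicate 6 and 11.39 to 11.62 in the others of its group, and Cubn was 10.48 in Control replicate 6 and 9.12 to 9.37 in the others of its group. Bcl2l11 was 8.58 in Igf2EpiKO replicate 5 and 8.28 to 8.39 in the others of its group, and Egln1 was 9.196 in Igf2EpiKO replicate 2 and 9.30 to 9.36 in the others of its group. Plagl1 was 12.29 in Control replicate 1 and 12.35 to 12.38 in the others of its group, and Srebf2 was 10.92 in Igf2EpiKO replicate 5 and 10.73 to 10.80 in the others of its group. Atp5a1 was 11.85 in Control replicate 5 and 11.75 to 11.78 in the others of its group, and Rps14 was 11.28 in Control replicate 3 and 11.18 to 11.22 in the others of its group. Kdm5d was 5.87 in Igf2EpiKO replicate 6 and 5.75 to 5.77 in the others of its group, and Eif2s3y was 3.53 in Control replicate 3 and 3.63 to 3.67 in the others of its group. Egr2 was 6.78 in Control replicate 6 and 6.93 to 7.00 in the others of its group, and F13a1 was 8.58 in Igf2EpiKO replicate 5 and 8.24 to 8.36 in the others of its group. Esam was 12.34 in Control replicate 5 and 12.25 to 12.28 in the others of its group.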

How the results depend on the processing

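Leaving out the arrays high in yolk sac transcripts or in Prl8a2 and keeping the leading entries were chosen after the data were seen. The count of 5167 called clusters fell to 2983 with title number as a fixed block, 2738 of them also called without it, to 1105 within title number 43, to 3149 without the 3 arrays high in yolk sac transcripts, to 2842 with no overlap between groups and to 1022 with an absolute log2 difference over 0.3. Within title number 51 limma called 0 clusters, with 2869 at an unadjusted p under 0.05. These alternatives test fewer arrays, estimate more terms or set a stricter threshold. With title number as a random block, 5189 clusters were called, and the consensus correlation within title numbers was 0.00776. Of the named genes, only Rps18 lost its call there (adjusted p = 0.0503). Leaving out 1 array gave 3913 to 6129 clusters, 19 to 21 gene lists and -0.33 to -0.32 for Igf2. Across all alternatives Igf2 lay between -0.35 and -0.31, and it missed the threshold only within title number 51, with 1 control against 2 mutants (-0.35, adjusted p = 0.390). Sesn2 changed sign there (0.00194, adjusted p = 0.997), and the cause was not tested. Camera with an estimated correlation called 0 of 32 lists, with 9 at an unadjusted p under 0.05, while fry called 25. Other settings called 14 to 22 lists. Of 160 named genes called, 126 kept their call in every other fit that tested them, leaving aside those within 1 title number. The log2 threshold of 0.3 and the absence of overlap were applied to the count of clusters only. No other fit turned the direction of a called gene named here. A difference of 0.15 was called in 28% of simulated clusters, where 156 clusters were called in all against 5167 on these arrays. With fewer calls the adjusted threshold is stricter, so this share may not hold for these arrays. The median absolute log2 difference of the called clusters was 0.19, and smaller shifts may go undetected.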

Other observations

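The gene families below were chosen after their values were seen, and all tests on them here were. Granzymes, proteases of cytotoxic cells, rose in 6 of 10 measured genes and fell in 1, with a median difference of 0.30 (camera p = 0.000382; p = 0.0347 with an estimated correlation). Gzmf, Gzmd and Gzmg rose by 0.90, 0.90 and 0.77, Gzmc by 0.55 and Gzme by 0.42, while Gzmm fell by 0.21. Prolactin family genes, hormones of trophoblast and decidua, rose in 7 of 19 and fell in 0 (camera p = 0.000317; p = 0.168 with an estimated correlation), among them Prl2a1 (+0.36) and Prl2c1 (+0.27). Interferon-inducible p200 genes rose in 4 of 8 and fell in 0 (camera p = 0.00315; p = 0.116 with an estimated correlation), among them Ifi203 (+0.73) and Ifi207 (+0.62). The membrane protein family Ms4a rose in 5 of 19 and fell in 0 (camera p = 0.0629; p = 0.260 with an estimated correlation).

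Gm9519, on chromosome 7, was between 11.70 and 11.91 on 6 arrays (Control replicates 1, 3, 4 and 6 and Igf2EpiKO replicates 3 and 4) and between 7.41 and 8.07 on the other 6, with both groups on each side. The sources used here do not give the genotype of each sample at this locus.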
